A study of Mus musculus with 12 samples.

How the data were processed

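RNA was measured in 12 libraries of mouse dentate gyrus, the hippocampal subregion whose main cell type is the granule neuron. Per the labels' protocols, the tissue came from adult mice that carried a doxycycline-inducible Klf9 transgene (tetO-Klf9), driven in the experimental animals by the reverse tetracycline transactivator under the CaMKIIa promoter. The inducer was 9-tert-butyl-doxycycline, given for 2 weeks to both groups, and the control animals are described as tetO-Klf9 mice with no mention of the transactivator. Per the labels, polyA RNA was sequenced on an Illumina HiSeq as single-end reads of 50 bp, with 25 M reads planned per library. The condition label gave 5 control and 7 experimental libraries, and those groups were used throughout.

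The authors deposited whole-number counts per gene, which the name of that table attributes to the STAR aligner; its version, the strand setting, the genome build and the annotation are not stated in the labels. A second table holds estimated counts per gene as the authors deposited them, with fractional values whose estimator is not stated in the labels. The third table the authors deposited holds a normalized signal per gene. In that table each value divided by the smallest positive value of its column was a whole number for 100% of the nonzero values, and the whole numbers were the rounded estimated counts in every case, so each library had been divided by a single factor. Those factors were the DESeq2 median-of-ratios size factors of the rounded estimated counts. The whole-number counts were the main input, and the estimated counts were rounded before use as an alternative.

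The files give Ensembl mouse gene identifiers only. Symbols were matched for 47224 of 47729 identifiers. Coordinates, gene types, transcript length and GC content were taken by identifier from GENCODE M21, which is on GRCm38. The build the authors used is not stated in the labels, so the coordinates are those of GRCm38 and were not taken from the deposited tables. Length and GC content of a gene were the medians over its annotated transcripts.

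Column names in the tables were matched to the samples' labels. For 10 columns the name matched a single sample. The names of the other 2 are in the titles of experimental samples 11 and 12, but without punctuation they also equal the descriptions of control samples 1 and 2, which have columns of their own. These 2 columns were given the experimental group without a replicate and are called experimental U1 and experimental U2. For them only labels shared by experimental samples 11 and 12 were used: K/+ genotype, H2BGFP reporter, birth cohort D and mouse label. Libraries are named by the number in the sample title: 1, 2, 3, 4 and 6 for controls, and 5, 7, 8, 9 and 10 for the other experimental libraries. A separate replicate label starts again at 1 with experimental 7, so that experimental 7, 8, 9 and 10 have the replicate labels 1, 2, 3 and 4 of controls 1, 2, 3 and 4. Birth cohorts A to D are the 4 groups of birth dates in the labels. The library labelled experimental 5 has an experimental condition label and a +/+ genotype label, which is the genotype label of the controls.

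Genes were tested with edgeR 4.0.16 in R 4.3.3. Counts were filtered with filterByExpr by group, scaled by trimmed mean of M values (TMM), and fitted with glmQLFit and glmQLFTest, the quasi-likelihood test, without covariates. P-values were adjusted by Benjamini-Hochberg over the 15237 genes tested, and an adjusted p-value under 0.05 was the threshold. Standard errors of log2 fold changes were derived from the quasi-likelihood F statistic. Counts-per-million values (CPM) were TMM scaled, and log2 CPM used a prior count of 2. Beside the edgeR result, each named gene and list score was compared by a two-sided exact permutation test over all 792 splits of 12 libraries into 5 and 7, whose smallest possible p is 0.00126. Intervals and floors derived from counts cover counting error only, since reads without molecular identifiers are not independent molecules. A floor of 3 counts corresponded to between 0.12 and 0.19 CPM across the libraries.

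The genes to be named were Klf9, Pla2g2f, and the 5 largest positive and 5 largest negative log2 fold changes among genes past the threshold with a mean of at least 1 CPM. Klf9 is the manipulated gene, and Pla2g2f was known from the study. There were 8 marker lists, for granule neurons, CA pyramidal neurons, choroid plexus, immature neurons and progenitors, astrocytes, oligodendrocytes, microglia and activity-regulated genes. Each list was tested with camera from limma 3.58.1 at an inter-gene correlation of 0.01, with adjustment over the 8 lists. A list score was the mean log2 CPM of the list's tested genes in a library. The groups, the tests, the naming rule, the lists and the first set of alternatives were fixed before the data were examined.

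The alternatives were DESeq2 size factors, no filter, a filter at a mean of 1 CPM, the DESeq2 1.42.0 Wald test, limma-voom with sample quality weights, each library left out in turn, and grouping by the genotype label. Further alternatives were the replicate label as a block, the birth cohort as a block, covariates for the reporter label and for the log2 CPM of Ttr and of Xist, and the estimated counts. In a further alternative the 2 libraries that share a mouse label within a group were summed, and the pair that shares one across groups was left out. That pair is control 6 and experimental 5. The marker lists were also tested with fry and with camera using an estimated correlation. Added after the data were seen were a robust fit, a covariate for the ribosomal RNA gene CT010467.1, removal of each library's lowess trend on transcript length or on GC content with a span of 0.3, the recovered whole reads, and fits for comparison with the replicate block. The replicate label, not the title number, is the source of the pairing. Since U1 and U2 have no replicate label of their own, 4 complete pairs remained, and the block was fitted on the 10 numbered libraries.

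The plan for other splits of the libraries was a random draw based on all replicate labels. With 4 complete pairs and 4 libraries outside them, the splits that separate every pair numbered 64, and all were fitted.

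The functions were tested on simulated counts drawn from the real means, library sizes and dispersions, with 200 genes changed 2-fold. Over the 15092 simulated genes tested, edgeR recovered 94.5% of the changed genes with 5.5% of its calls false, and limma-voom recovered 94% of them with 4.08% false. Over 15237 simulated genes, DESeq2 recovered 96.5% with 18.6% of its calls false. With no gene changed, each of the 3 methods called 0 genes. Of 100 simulated lists of 12 genes, camera found all 5 lists raised 1.3-fold and 0 of the others. The simulated genes were drawn independently of one another, so this check does not cover lists whose genes vary together. Of 200 exact permutation tests on random numbers, 11 gave p under 0.05.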

Results

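Gene expression was profiled by polyA RNA sequencing in 12 libraries of mouse dentate gyrus to ask which transcripts change when Klf9, a Krüppel-like zinc-finger transcription factor, is induced in that region. The control group had 5 libraries and the experimental group 7. The age labels ran from 8.5 to 18.5 weeks. The assigned counts of control libraries 1, 2, 3, 4 and 6 were 19.3, 21.4, 19.9, 23.8 and 24.9 M reads. Those of experimental libraries 5, 7, 8, 9 and 10 were 17.4, 24.002, 24.3, 17.0 and 15.8 M reads, and those of U1 and U2 were 21.4 and 16.9 M reads. The mean total was 21.9 ± 2.43 M (SD, n = 5) in the control group and 19.6 ± 3.58 M (SD, n = 7) in the experimental group. The difference of -2.32 M was within the spread between libraries (two-sided exact permutation p = 0.242).

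The induced gene was examined first. Klf9 (ENSMUSG00000033863, protein coding, plus strand of chromosome 19 from 23141226 to 23168134, GRCm38) was present in every library. Its level was 234.6 ± 9.16 CPM in the control libraries (SD, n = 5) and 913 ± 105 CPM in the experimental libraries (SD, n = 7). The log2 fold change was 1.96 with a standard error of 0.08 and an adjusted p of 3.48e-09 in the edgeR quasi-likelihood test. The groups did not overlap: control libraries lay between 223.5 and 246.4 CPM, and experimental libraries between 811 and 1090.5 CPM. The exact permutation p was 0.00126, the smallest the design allows. A microRNA gene, Mir1192, lies within Klf9 on the same strand, and the counts cannot tell transgene from endogenous transcripts. The alternative that moved the Klf9 fold change most was grouping by the genotype label, which gave a log2 fold change of 1.29 with an adjusted p of 0.0671.

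That alternative differed because of a single library. The library labelled experimental 5 carried the +/+ genotype label of the controls and had 1028 CPM of Klf9. Its Klf9 level therefore followed its condition label and went against its genotype label. The labels do not say how the condition was assigned. If it was assigned from expression, the Klf9 level does not test it. The other 6 experimental libraries, all with the K/+ label, lay between 811 and 1090.5 CPM.

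**Figure D1:**
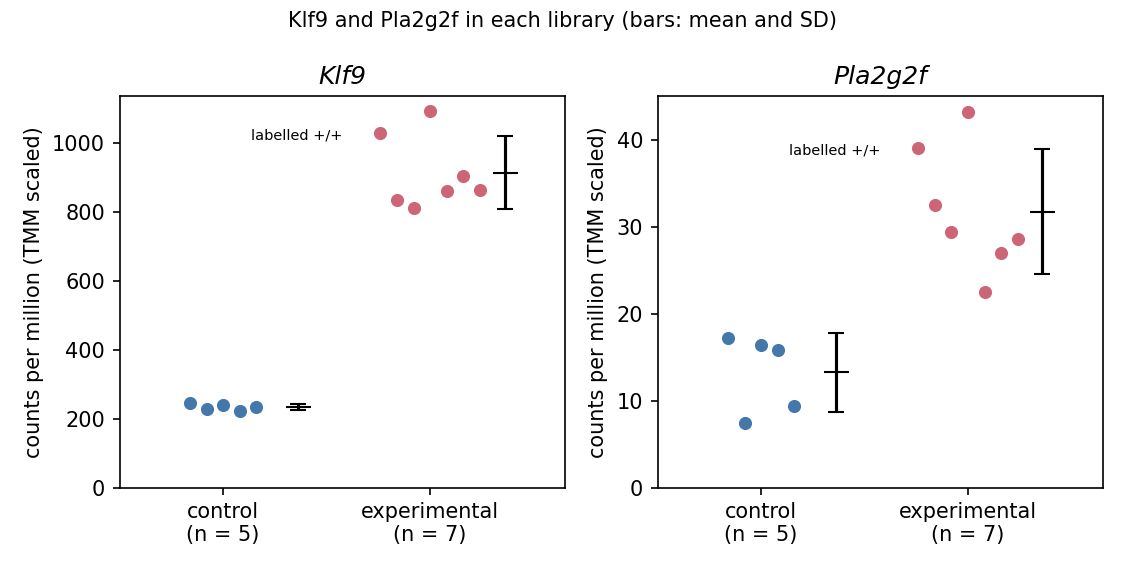
TMM-scaled counts-per-million (CPM) values of Klf9 (left) and Pla2g2f (right) in each of the 5 control and 7 experimental libraries; each point is a library, and the bars give the group mean and SD. Experimental libraries sit above every control library for both genes, from 811 CPM upward against at most 246.4 CPM for Klf9, and the library labelled experimental 5 is marked by its +/+ genotype label.

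Birth cohort was a batch that the labels recorded, and each cohort held libraries of both groups. The difference in mean log2 CPM of Klf9 was 1.77 in cohort A with 2 control libraries and 1 experimental library. It was 1.99 in cohort B with 1 control and 2 experimental libraries, 1.94 in cohort C with 1 of each, and 1.99 in cohort D with 1 control and 3 experimental libraries. No cohort was large enough for a test of its own.

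Pla2g2f (ENSMUSG00000028749, protein coding, minus strand of chromosome 4 from 138750533 to 138757626), which encodes a secreted phospholipase A2, was examined because of its role in the study. Its level was 13.3 ± 4.55 CPM in the control libraries (SD, n = 5) and 31.8 ± 7.19 CPM in the experimental libraries (SD, n = 7). The log2 fold change was 1.26 with a standard error of 0.21 and an edgeR adjusted p of 0.00145. The lowest experimental library had 22.5 CPM and the highest control library 17.3 CPM, and the exact permutation p was 0.00126. Within cohorts A, B, C and D the difference in mean log2 CPM of Pla2g2f was 1.37, 1.18, 0.50 and 1.72. Grouping by the genotype label reduced the log2 fold change of Pla2g2f to 0.81 with an adjusted p of 0.16.

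The comparison over all genes asked how many transcripts differed with Klf9 induction. Of 15237 genes tested, 2482 had an adjusted p under 0.05 (16.3%), of which 1140 were higher and 1342 lower in the experimental group. Most of the differences were small. The median absolute log2 fold change of these genes was 0.35, and 114 of them differed at least 2-fold, 34 higher and 80 lower. The median log2 fold change over all genes tested was -0.0085. The alternative that moved the number most was grouping by the genotype label, with 289 genes, 72 higher and 217 lower. With the birth cohort as a block, 1450 genes passed, and 1407 of these were among the 2482.

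**Figure D2:**
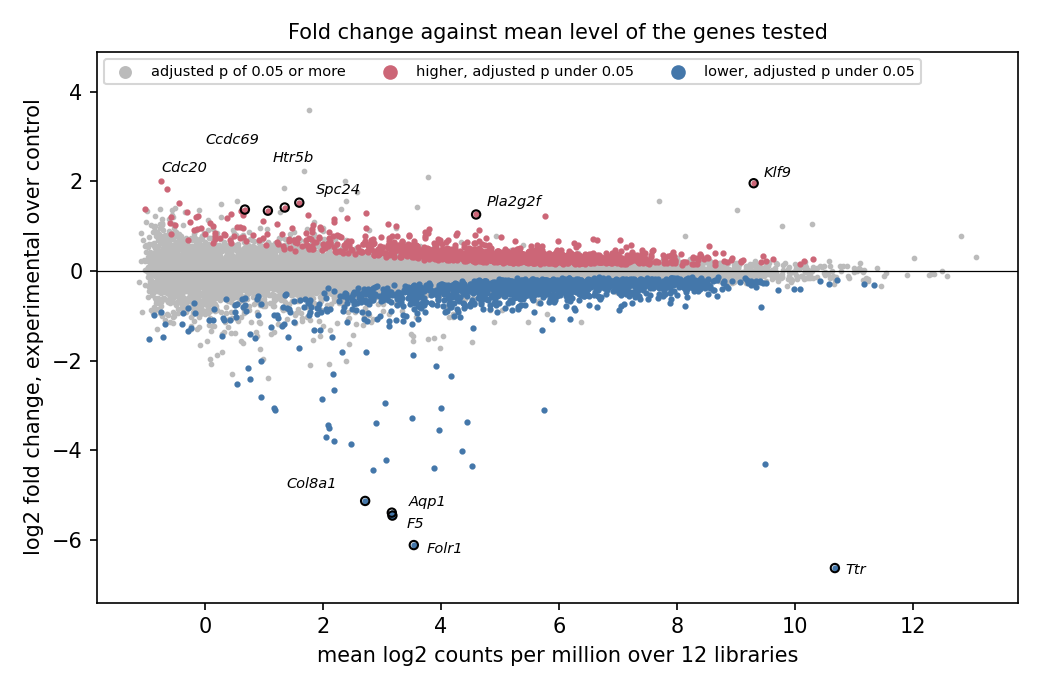
Log2 fold change of each of the 15237 genes tested (experimental over control, vertical axis) against its mean log2 CPM over the 12 libraries; coloured points have an edgeR adjusted p under 0.05, 1140 higher and 1342 lower, and circled points are the named genes. Klf9 stands apart at a log2 fold change of 1.96, and Ttr is the lowest named gene at -6.63.

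After Klf9, the largest positive fold changes past the threshold and the expression minimum belonged to Spc24, Htr5b, Cdc20 and Ccdc69. Spc24 (ENSMUSG00000074476, chromosome 9, 21755442 to 21760303) rose from 1.41 ± 0.364 to 4.05 ± 0.816 CPM, a log2 fold change of 1.53 with a standard error of 0.20 and an adjusted p of 0.000266. Htr5b (ENSMUSG00000050534, chromosome 1, 121509842 to 121528465) rose from 1.24 ± 0.351 to 3.32 ± 1.05 CPM, a log2 fold change of 1.42 with an adjusted p of 0.00255. Cdc20 (ENSMUSG00000006398, chromosome 4, 118432901 to 118437352) rose from 0.782 ± 0.231 to 2.04 ± 0.341 CPM, a log2 fold change of 1.37 with an adjusted p of 0.00102. Ccdc69 (ENSMUSG00000049588, chromosome 11, 55049731 to 55078131) rose from 1.06 ± 0.409 to 2.7 ± 0.689 CPM, a log2 fold change of 1.35 with an adjusted p of 0.00413. Errors are SD over 5 control and 7 experimental libraries, and the exact permutation p was 0.00126 for Spc24, Htr5b and Cdc20 and 0.00253 for Ccdc69. These were genes of low expression, with between 11 and 110 counts in a library. Cdc20 overlaps Elovl1 on the opposite strand by 53 bp and Htr5b contains the pseudogene Gm8217, so the counts of both are uncertain where strand was not used. In the table of estimated counts the Cdc20 log2 fold change was 0.64 with an adjusted p of 0.224.

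The largest negative fold changes belonged to Ttr, Folr1, F5, Aqp1 and Col8a1. Ttr (ENSMUSG00000061808, chromosome 18, 20665280 to 20674321) had a log2 fold change of -6.63 with a standard error of 1.5 and an adjusted p of 0.00865. Its control mean was 3871 CPM with an SD of 7890 CPM (n = 5), because control 3 had 17949 CPM and control 6 had 1322 CPM. The other 3 control libraries had between 10.1 and 50.7 CPM, and the experimental libraries between 6.63 and 75.6 CPM. The control and experimental medians were 50.7 and 33 CPM, and the exact permutation p was 0.176. The log2 fold changes of Folr1, F5, Aqp1 and Col8a1 were -6.12, -5.46, -5.39 and -5.13, with edgeR adjusted p-values of 0.00846, 0.0108, 0.0105 and 0.0135. Their highest control values, 127, 96.7, 96 and 71 CPM, contrasted with control medians of 0.522, 0.475, 0.538 and 0.372 CPM. Their exact permutation p-values were 0.0606, 0.0985, 0.138 and 0.158, so none of the 5 genes differed beyond the spread between libraries in that test. With the log2 CPM of Ttr as a covariate, the fold change of Col8a1 reversed to 0.22. Folr1 overlaps Anapc15 on the opposite strand, and F5 overlaps Gm16548 and Gm16588.

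The 8 marker lists addressed the cell composition and activity of the dissected tissue. Of 82 list genes tested, 16 were higher and 13 lower with an adjusted p under 0.05 over all genes, and 19 were higher and 13 lower when p-values were adjusted within each list alone. The immature neuron and progenitor list had a mean log2 fold change of 0.36 over 13 genes, with 12 of them higher and an adjusted camera p of 4.16e-05. Its score was 3.41 ± 0.136 in the control libraries (SD, n = 5) and 3.87 ± 0.151 in the experimental libraries (SD, n = 7). All 7 experimental libraries lay above every control library (exact permutation p = 0.00126, adjusted over the 8 lists 0.0101). Within cohorts A, B, C and D the score difference was 0.38, 0.46, 0.36 and 0.65. Under camera with an estimated inter-gene correlation this list did not pass, with an adjusted p of 0.118.

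The choroid plexus list had a mean log2 fold change of -4.69 over 8 genes and an adjusted camera p of 0.00927. Its score was 3.09 ± 3.03 in the control libraries (SD, n = 5) and 0.986 ± 0.641 in the experimental libraries (SD, n = 7), and the exact permutation p was 0.0631. Control 3 scored 7.94 and control 6 scored 4.18, and the other control libraries scored between 0.91 and 1.49.

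The microglia list had a mean log2 fold change of 0.23 with 11 of 11 genes higher and an adjusted camera p of 0.00608, and 5 of 7 experimental libraries scored above every control. The exact permutation p of that score was 0.0227, or 0.0909 after adjustment over the 8 lists. The oligodendrocyte list (0.17, adjusted camera p 0.035) and the activity-regulated list (0.16, adjusted camera p 0.0455) had adjusted exact permutation p-values of 0.188 and 0.649. The mean log2 fold changes of the granule neuron, CA pyramidal neuron and astrocyte lists were -0.16, -0.032 and 0.047, with adjusted camera p-values of 0.309, 0.656 and 0.49. Of the 8 lists, 5 passed the threshold in camera and 1 passed it in the exact permutation test.

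**Figure D3:**
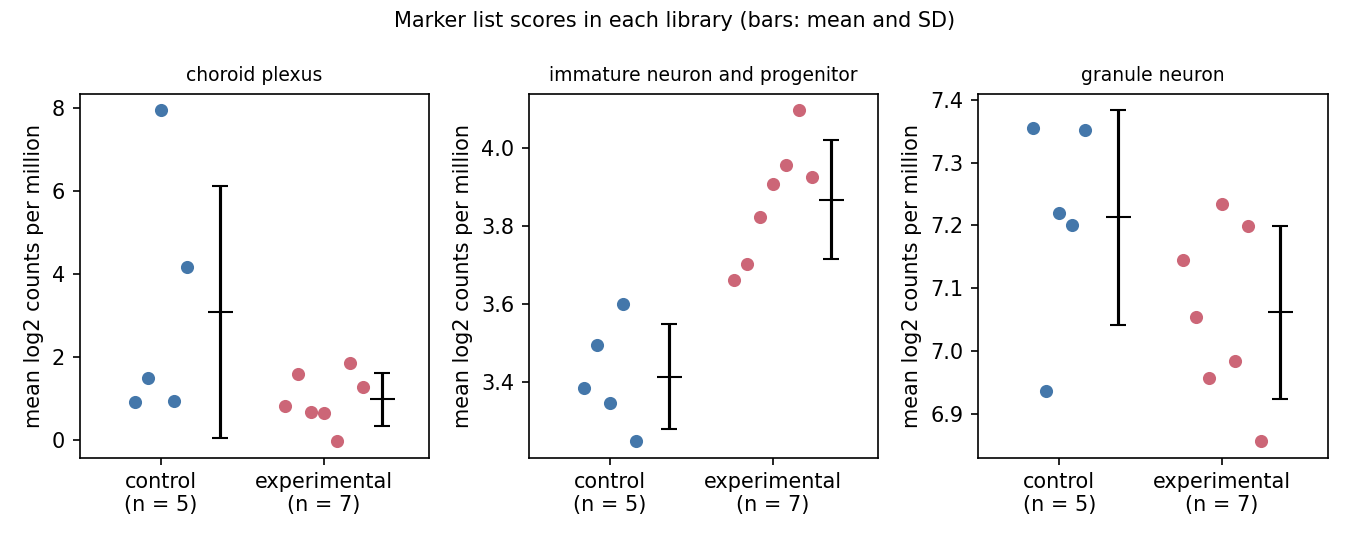
Scores (mean log2 CPM of the list's genes) of 3 marker lists in each of the 5 control and 7 experimental libraries; each point is a library, and the bars give the group mean and SD. The choroid plexus panel shows control 3 at 7.94 and control 6 at 4.18, the immature neuron and progenitor panel shows no overlap between groups, and the granule neuron scores overlap.

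**Figure D4:**
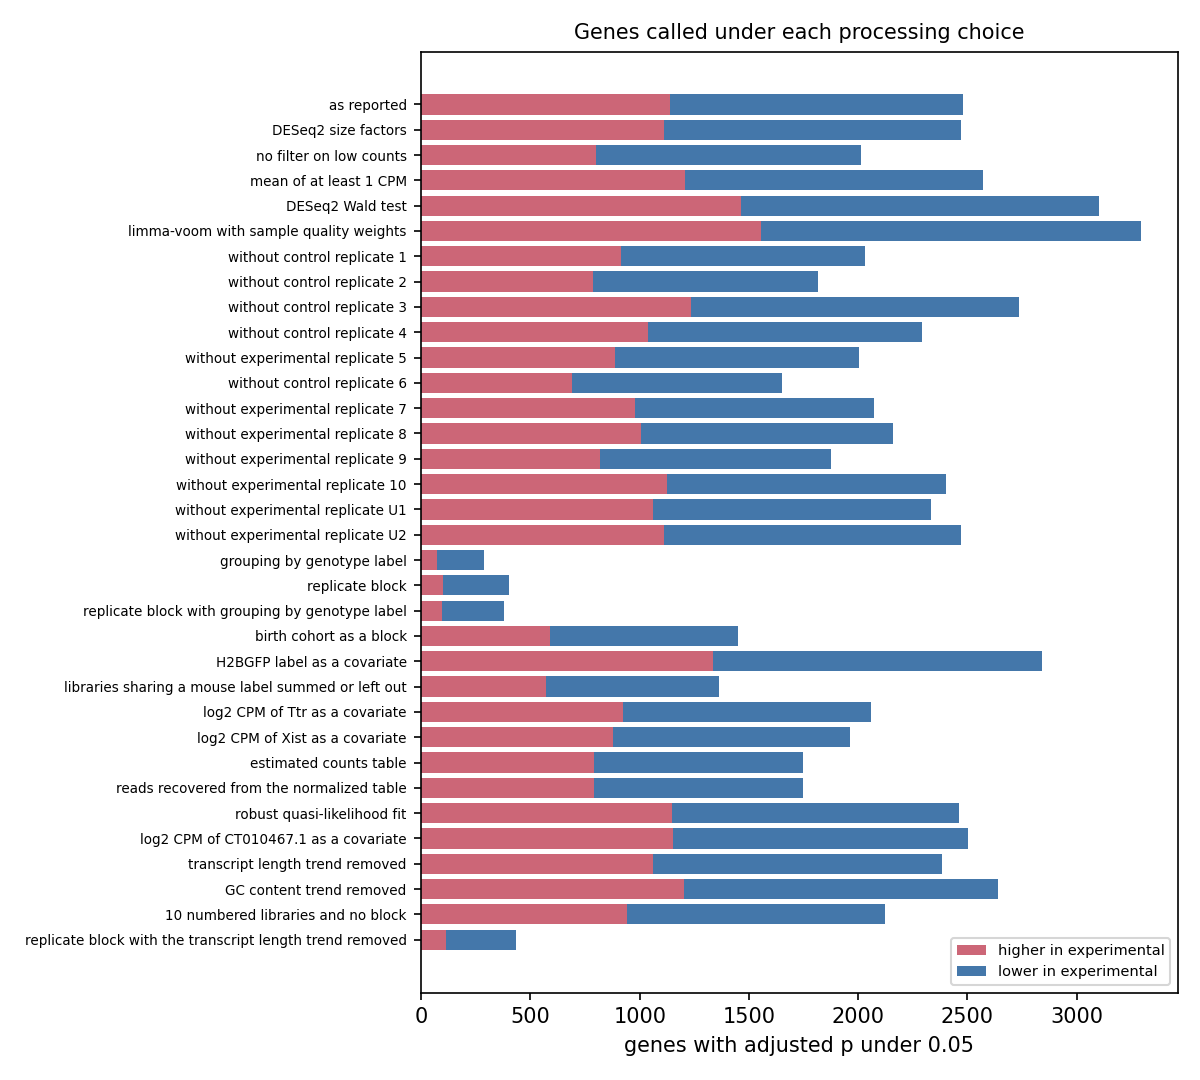
Number of genes with an adjusted p under 0.05 (horizontal axis), higher and lower in the experimental group, for the fit as reported and for each processing alternative. The number was 2482 as reported, between 1653 and 2735 when a library was left out, and 289 when libraries were grouped by the genotype label.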

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

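Both tests of the result below were chosen after the result was seen. Among 20 quantities (the total count, the named genes and the 8 list scores) in each of the 2 groups, 40 sets of values were searched for a library far from the rest of its group by Dixon's ratio. A single set exceeded the critical value, where chance gives about 2, so the number of sets past it was no larger than chance gives. The ratio can miss a library when a second one lies far out too. For Ttr in the controls it was 0.349, with control 3 at a log2 CPM of 14.1 and control 6 at 10.4. On the first principal component of the 1000 most variable genes (32.3% of their variance), control 3 lay at 54.9. The other libraries lay between -11.3 and 3.15, so control 3 stood apart though the search did not find it.

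The activity-regulated score of experimental 9 was 2.68, and the next lowest experimental library scored 3.38. That gap was 0.613 of the whole range of the 7 experimental libraries. Low depth was tested by the rank of its total, which was 3 from the lowest of the 7, so 2 shallower libraries had higher scores. A general shift of the library was tested by its place in the other 7 list scores: it was the lowest or highest experimental library in 2 of them, and chance gives 2 of 7. Low depth alone does not account for the low score. The 2 extremes were the lowest CA pyramidal neuron score, 3.17 against 3.42 in experimental 10, and the highest granule neuron score, 7.23. A count of extremes cannot exclude a difference in the dissected tissue of this library, which remains open. The labels record no difference in handling or behaviour, so no biological explanation was tested.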

How the results depend on the processing

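The robust fit, the ribosomal RNA covariate, the length and GC trends, the recovered reads, the fit of the 10 numbered libraries without a block and the block with the length trend were chosen after the data were seen. Klf9 and Pla2g2f kept their direction and their side of the threshold under 32 of 33 alternatives each. Among the 33, the recovered reads repeat the estimated counts, and the Xist covariate rests on at most 2 counts in any library. Neither adds a check of its own. Over all 33, the Klf9 log2 fold change ran from 1.29 to 2.01 and that of Pla2g2f from 0.81 to 1.51. Grouping by the genotype label gave 1.29 for Klf9 (adjusted p 0.0671) and 0.81 for Pla2g2f (adjusted p 0.16). That grouping places the library labelled experimental 5, with its high Klf9, among the controls.

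The number of genes was within 1.5-fold of 2482 under 26 of 33 alternatives. Grouping by the genotype label gave 289 genes, 72 higher and 217 lower (24.9% higher against 45.9%). The birth cohort as a block gave 1450, 589 higher and 861 lower, and summing or leaving out libraries that share a mouse label gave 1365, 571 higher and 794 lower. For these the cause was not tested, apart from the Klf9 level above and shuffled cohort labels, which gave a median of 1800 genes. The 12 fits that each left out a library gave from 1653 (without control 6) to 2735 (without control 3) genes, from 691 to 1236 higher and from 962 to 1499 lower. Limma-voom gave the most, 3297, and the estimated counts gave 1746, of which 1487 were among the 2482. The recovered whole reads are the same numbers and gave the same 1746. No scaling moved the median log2 fold change by over 0.1.

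With the replicate label as a block (the replicate block), on the 10 numbered libraries, 402 genes passed, 99 higher and 303 lower (24.6% higher). With grouping by genotype as well, 378 passed, 97 higher and 281 lower, and with the length trend removed 432, 114 higher and 318 lower. Experimental 5 and control 6 have no partner among these 10, so the block rests on 4 pairs, and both groupings then compare the same pairs. The same 10 libraries without the block gave 2124. Libraries with the same replicate label come from different animals. Controls 2, 3 and 4 share birth cohort and cage labels with their partners, experimental 8, 9 and 10. Over the 4 pairs with the same label, the mean correlation of deviations from the group means was 0.047. It was -0.0057 over the 31 other pairs across groups. Single same-label pairs ran from -0.16 to 0.23, so 4 pairs cannot settle whether that label pairs libraries. The cause of the fall from 2124 to 402 genes was not tested. Under the block the log2 fold change of Klf9 was 1.93 (adjusted p 0.000444) and that of Pla2g2f 1.19 (adjusted p 0.0379).

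For the CA pyramidal neuron list, whose mean of -0.032 is near 0, the direction reversed under the replicate block (0.021), that block with genotype grouping (0.021) and with the length trend removed (0.036), the birth cohort block (0.0054), the summed libraries (0.087), the Ttr (0.059) and CT010467.1 (0.014) covariates and the 10 numbered libraries (0.033). Leaving out single libraries gave from -0.26 to 0.061. None of these passed the threshold. With the Ttr covariate Ttr itself (0.0021) and Col8a1 (0.22) reversed, the first by construction.

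The choroid plexus list lost its adjusted camera p with the reporter covariate (-3.97), with the Ttr covariate (-0.30), and under fry and camera with an estimated correlation (-4.69 in both). Leaving out single libraries gave from -5.17 to -1.66, all past the threshold. The immature neuron list lost it with the estimated correlation (0.36, adjusted p 0.118, range over its alternatives 4.94e-08 to 0.118). Microglia lost it under fry and the estimated correlation (0.23). Oligodendrocytes lost it under limma-voom (0.13), genotype grouping (0.11), the estimated counts and the recovered reads (0.15), fry and the estimated correlation (0.17), and in 5 of the 12 fits without a library (from 0.123 to 0.165, where all 12 ran from 0.12 to 0.21). Activity-regulated genes lost it under limma-voom (0.12), the reporter covariate (0.13), the estimated counts and the recovered reads (0.13), fry and the estimated correlation (0.16), and in 6 of the 12 fits without a library (from 0.094 to 0.192, where all 12 ran from 0.094 to 0.24). Granule neuron genes passed in the fit without control 2 (-0.22), and all 12 fits without a library ran from -0.22 to -0.12. The cause was not tested.

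Among the named genes Spc24, Htr5b and Ccdc69 lost the threshold under genotype grouping alone, and Cdc20 under 6 alternatives. Of the choroid plexus genes, Ttr lost it under 9 of 33 alternatives, Aqp1 under 10 of 33, Folr1 under 5 of 27, F5 under 6 of 25 and Col8a1 under 7 of 26, as the last 3 did not pass the count filter in some fits. DESeq2 gave no adjusted p for Ttr, Folr1, F5, Aqp1 and Col8a1, which it treats as count outliers.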

Other observations

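The tests below were chosen after the data were seen, except the count of splits that give as many genes, which was planned.

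The real grouping was compared with the other ways to divide the 12 libraries into 5 and 7 that separate each of the 4 pairs with the same replicate label. Of the 64 splits, 1 gave at least 2482 genes with an adjusted p under 0.05, and that was the real split. The same held for the 1140 higher genes, 1 of 64 splits, and the 1342 lower genes, 1 of 64. The other 63 splits gave at most 2 genes, and 61 of them gave 0. At an unadjusted p under 0.05 they gave a median of 681 genes, from 237 to 3322, against 4753 for the real split. These splits exchange 1 or more control libraries with experimental libraries, so each is a mixture of both groups. Technical sources of the 2482 genes were tested. A difference in totals between groups was not detectable (exact permutation p = 0.242), and with every library thinned at random to the lowest total 2418 genes passed. With the level of the ribosomal RNA gene as a covariate 2505 genes passed, with each library's GC trend removed 2638, and with its length trend removed 2382. Unequal depth, the ribosomal RNA gene and length do not account for the number of genes, and GC content had little relation to the fold changes to remove (rank correlation -0.015). With the birth cohort as a block 1450 passed. Blocks with the cohort labels shuffled within each group, which cost as many degrees of freedom, gave a median of 1800 genes over 99 draws, from 1168 to 2815, and 11 of the 100 fits, the real labels included, gave 1450 or fewer. The fewer degrees of freedom therefore could account for the fall, and a part of the number that is due to birth cohort is not excluded. An effect of Klf9 induction remains as a hypothesis. The transactivator is described for the experimental animals only, so an effect of its own cannot be told apart from that of Klf9.

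The camera results for the marker lists stood less far apart in the same splits. As small a camera p as the real one came from 8 of 64 splits for the immature neuron and progenitor list, 18 for microglia, 30 for activity-regulated genes, 36 for oligodendrocytes and 48 for choroid plexus. Of the 7 other splits for the immature neuron list, 4 exchange 1 or 5 controls, so they are not independent of the real contrast. The same held for 5 of 17 other splits for microglia and 7 of 29 for activity-regulated genes. It held for 7 of 35 for oligodendrocytes and 6 of 47 for choroid plexus. The fixed inter-gene correlation of 0.01 may therefore be too low for these 5 lists, least clearly for the immature neuron list. The score of the immature neuron list, which treats the library as the unit, still separated the groups.

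Expression of choroid plexus genes was concentrated in control 3. That library held 92.7% of the summed Ttr CPM of the control group, which is consistent with choroid plexus tissue left in a few dissections. A lower level in the experimental libraries in general was tested too: 4 of the 7 scored below the lowest control. Experimental 7 and U1, at 1.60 and 1.85, scored above controls 1, 2 and 4, at 0.91, 1.49 and 0.94. The scores therefore did not show a decrease in every experimental library. Within cohorts A, B, C and D the score difference was -0.51, -6.82, -0.96 and -2.85. Cohorts A and C hold neither control 3 nor control 6, but each has only 1 experimental library. A smaller difference of that kind therefore remains possible and cannot be told apart from carry-over. Of the 80 genes at least 2-fold lower, 57 had their highest value in control 3. Without control 3, 35 of the 80 still passed at 2-fold or more, and with Ttr as a covariate 25 did. Of the 34 genes at least 2-fold higher, the corresponding numbers were 28 and 25.

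The higher immature neuron score led to a test of cell division. Lists of S phase genes and of G2 and M phase genes were written without the cell-cycle genes already seen to change and without genes of the marker lists. Of 37 tested S phase genes 34 had a positive log2 fold change (mean 0.34), with 9 higher and 1 lower at an adjusted p under 0.05. Of 47 G2 and M phase genes 39 had a positive log2 fold change (mean 0.41), with 12 higher and 1 lower. In both lists all 7 experimental libraries scored above all 5 controls, with an adjusted exact permutation p of 0.00126, the smallest possible. In the table of estimated counts the exact permutation p was 0.00126 for both lists. The larger adjusted camera p of the 2 lists was 3.07e-06 with the length trend removed, 6.32e-05 with the Ttr covariate and 1.4e-05 in the estimated counts. Across the 12 fits that each left out a library, the adjusted camera p ran from 6.71e-08 to 5.97e-05. As small a camera p came from 2 of 64 splits for S phase and 6 of 64 for G2 and M phase, so camera did not set the real grouping apart for the second list. The 5 other splits of that count exchange 1 or 5 controls, so they are not independent of the real contrast. For the immature neuron list, the adjusted camera p was 6.29e-06 with the length trend removed and 0.000501 with the Ttr covariate. Without its 3 cell-cycle genes, Mki67, Top2a and Ccnd2, the score difference was 0.48 (exact permutation p = 0.00379), so those genes alone do not account for it. A candidate explanation is a larger number of dividing progenitors and immature neurons in the experimental tissue. Bulk RNA cannot tell more cells from more transcript per cell, and dividing glia were not tested.

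The library labelled experimental 5 shares its mouse label, birth cohort and genotype label with control 6. The labels of experimental 5 were examined without Klf9. Each library was placed between the control mean (0) and the experimental mean (1) of the other 11, over the genes that differed among those 11. This library lay at 1.04, the K/+ libraries between 0.777 and 1.11, and the controls between -0.045 and 0.448. A genotype label that is wrong for this library is a possible explanation, and the data give no sign of a wrong condition label. The position cannot test a condition label that was assigned from expression.

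Experimental U1 and U2 share a mouse label. Their counts differed by a chi-square per degree of freedom of 58.7, where all pairs of libraries ran from 8.92 to 113, so they are not 1 library deposited in duplicate. The correlation of their residuals from the group mean, -0.36, ranked 21 of the 21 pairs of experimental libraries, which does not resemble 2 libraries of 1 animal. The mouse label may be repeated in error.

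Short transcripts tended to be higher and long ones lower. Across 15192 genes, which are not independent replicates, the rank correlation of transcript length with log2 fold change was -0.19, and that of GC content was -0.015. Of the 3798 shortest, those in the lowest 25% of lengths, 11.2% were called higher and 7.53% lower, against 3.19% and 12.4% of the longest 25%. Without the 108 ribosomal protein genes the correlation was -0.18, so these genes do not account for it. The per-library correlation of length with expression relative to the mean was 0.0973 ± 0.0955 (SD, n = 5) in controls and -0.0763 ± 0.0907 (SD, n = 7) in experimental libraries (exact permutation p = 0.0152). A technical difference in RNA quality or library preparation that follows the groups could give this and cannot be told apart from a biological one.

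Klf16 and Klf13, noticed after their values were seen, were lower with log2 fold changes of -1.31 (adjusted p 2.34e-06) and -0.78 (adjusted p 5.41e-05). Klf16 fell from 79.7 ± 5.14 to 32.3 ± 4.64 CPM, and Klf13 from 374 ± 26.7 to 217 ± 27.4 CPM (SD, n = 5 and n = 7). Among 19 other Klf and Sp genes tested, 3 were lower, these and Klf3, and 1 was higher, Klf6. These 4 genes kept their directions with DESeq2 size factors, the DESeq2 test, limma-voom, either trend removed and the estimated counts. The share lower did not differ from that of the other genes (15.8% against 8.8%, Fisher's exact test p = 0.231), so a family-wide decrease was not detectable. The cause of the lower Klf16 and Klf13 remains open.

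The difference between the tables for Cdc20 was compared with the reads of the overlapping gene Elovl1. The rank correlation across 12 libraries was 0.028 (permutation p = 0.939), so no relation to the Elovl1 counts was detectable. Reads within the overlap alone were not tested and cannot be told apart as a cause, which remains open. No biological explanation was tested.

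A ribosomal RNA gene, CT010467.1, took an uneven part of the counts: 1.44% in control 3, 2.3% in experimental 5, 1.44% in experimental 10, 1.79% in U2, 0.504% in control 4, and between 0.0799% and 0.246% in the other 7. The 95% Wilson intervals of these shares were at most 0.0141 percentage points wide, which covers counting error only. The share did not differ between groups (exact permutation p = 0.438). Xist had at most 2 counts in any library and Ddx3y between 1070 and 1744, values of male tissue in all 12; the labels analysed here do not give sex.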
